# Construction of lncRNA- and circRNA-associated ceRNA networks in the prostatic urethra of rats after simulating transurethral laser prostatectomy (TULP)

**DOI:** 10.1007/s11010-023-04804-1

**Published:** 2023-07-06

**Authors:** XiaoHu Tang, ZhiYan Liu, Hao Liu, Heng Zhang, Ye Tian, ShuJie Xia, ZhaoLin Sun, GuangHeng Luo

**Keywords:** BPH, ceRNA, lncRNA, circRNA, Microarray, TULP

## Abstract

Non-coding RNA appears to be involved in wound repair. Competing endogenous RNA (ceRNA) appears to be an important post-transcriptional mechanism, it means that long noncoding RNA (lncRNA) or circular RNA (circRNA) acts as a microRNA (miRNA) sponge to further regulate mRNA. However, ceRNA network related to wound repair after prostatectomy has yet been constructed. TULP is the main surgical method of prostatectomy, but there have been no reports of TULP rat models in the past. We simulated TULP on rats, and observed the whole process of wound injury and repair after operation through pathological examination of wound tissue. Next, we discovered 732 differentially expressed lncRNAs (DElncRNAs), 47 differentially expressed circRNAs (DEcircRNAs), 17 differentially expressed miRNAs (DEmiRNAs), and 1892 differentially expressed mRNAs (DEmRNAs) related to wound repair after TULP through full transcriptome microarray and bioinformatics methods, and confirmed the reliability of transcriptome data by quantitative Reverse Transcription PCR (qRT-PCR), and immunohistochemistry. Then, we constructed the lncRNA- and circRNA-associated ceRNA regulatory networks related to wound repair after TULP in rats. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses showed that molecules in these networks were mainly involved in inflammatory infiltration, cell differentiation, and intercellular interactions and involved signal pathways such as the PI3K-Akt signaling pathway. Thus, this study successfully established the TULP model in rats, revealed potentially important biomarkers and ceRNA networks after prostatectomy in rats, and provided theoretical support for the repair of post-prostatectomy wound.

**Supplementary information:**

The online version contains supplementary material available at 10.1007/s11010-023-04804-1.

## Introduction

Benign prostatic hyperplasia (BPH) is a common disease in older men [1], and its incidence increases with age. Approximately 50% of men > 50 years of age have pathological evidence of BPH, increasing to 80% by age 80 [2]. BPH is associated with lower urinary tract symptoms (LUTS), such as dysuria, frequent urination, and urgency [3]. Progression of the disease may lead to urinary tract infections [4], secondary bladder calculi [5], hydronephrosis or renal failure [6], which could adversely affect the patient’s quality of life. Approximately 10% of patients undergo surgery due to disease progression and ineffective medication [7]. Although the gold standard for prostate surgery, transurethral resection of the prostate, has the advantages of less bleeding and higher efficiency [8], the same effect is observed with new technologies such as thulium laser transurethral vaporesection and holmium laser enucleation of the prostate [9, 10]. Some patients still experience urinary tract infection [11], increased urinary frequency [12] and bladder neck contracture [13] after surgery. However, we found that the healing of the post-prostate surgery wound effectively reduced the above complications [14]. We previously found through a dog model of transurethral two‑micron laser resection of the prostate (TmLRP) that the repair process after prostatectomy involves re-epithelialization of the wound, infiltration and regression of inflammation [15]. In short, the repair process is complex. We also found some clinical phenomena affected the repair process after TmLRP using dog model, such as inflammation [16], the molecular mechanisms underlying these phenomena have not been fully elucidated. Thus, the construction of molecular regulatory networks to identify potential biomarkers and regulatory targets is essential to reduce complications and guide clinical treatment.

With the advancement of laser surgical equipment, transurethral laser prostatectomy TULP is widely used in minimally invasive treatment of the prostate. However, there were not many studies of molecular mechanisms on wound repair after prostatectomy, and the research mainly focused on the coding genes. Our previous studies in dog models of TULP indicated that inhibiting reactive oxygen species NF-κB pathway regulates macrophage polarization accelerated prostate urethral wound healing [17], improving oxidative stress levels may delay wound repair after TULP through MAPK signaling [18], urine promote re-epithelialization of prostate wounds may through stimulating the expression of TGF-β1 in prostate stromal cells[19], and the lack of scar tissue after repair of prostate urethral wounds may be related to the high expression of CKIP-1 in a large number of prostate epithelial cells in the wound [20]. However, the vast majority of the molecular mechanisms research underlying wound repair after TULP has focused on the coding genes, and these studies can’t reveal the comprehensive molecular characteristics behind the wonder repair after TULP. Transcriptomic analyses revealed that less than 2% of the molecules involved encoded proteins [21]. Most of the transcripts were noncoding RNAs, including lncRNAs, circRNAs, and miRNAs, which play important roles in the occurrence and development of diseases, and are expected to become biomarkers and treatment targets. For instance, the lncRNA LIPE-AS1 is a potential regulator of adipogenesis [22], plasma-derived exosomal miR-15a-5p is a promising and effective diagnostic biomarker for the early detection of endometrial cancer [23], and circRNA vgll3 promotes osteogenic differentiation of adipose-derived mesenchymal stem cells [24]. Competing endogenous RNAs (ceRNAs) have been demonstrated to be important in molecular regulatory networks. Based on ceRNA theory [25], lncRNAs or circRNAs contain miRNA binding sites, and can act as sponges to adsorb miRNAs and indirectly regulate mRNAs. CeRNAs play an important role in cancer development [26–28] and tissue repair [29–31]. However, the regulatory role of ceRNA mechanisms in the wound repair process after resection of the prostate has not been fully explored.

In this study, we successfully constructed a rat model of TULP, and observed the repair process of prostatic urethral wound in rats. Then, we performed a transcriptome analysis of trauma tissues, and corresponding control tissues using microarray sequencing technology to identify differentially expressed lncRNAs, circRNAs, miRNAs, and mRNAs in the repair. Subsequently, ceRNA networks associated with DElncRNAs or DEcircRNAs were constructed. We used a series of bioinformatics analyses, including protein–protein interaction analysis and functional enrichment analysis. In addition, the microarray results were validated by qRT-PCR, and immunohistochemistry. These studies could provide new insights for theoretical and clinical studies of repair after prostate resection.

## Materials and methods

### Animals and environmental conditions

In total, 23 healthy male Sprague Dawley (SD) rats (10–12 months old, body weight range of 450–480 g) were purchased from Tengxin Biotechnology Co.Ltd (Chongqing, China). They were reared under standard laboratory conditions (12/12 h light/dark cycle, 22 ± 2 °C with a relative humidity of 55 ± 5%), and allowed to consume standard laboratory food pellets and water ad libitum. This research followed the Code of Ethics of the World Medical Association.

### Surgical procedure and tissue collection

Fifteen SD rats were randomly selected to establish the rat model of TULP. The rats were fasted from food and water for 6 h before the procedure, and anesthetized with intraperitoneally injected 1% pentobarbital sodium (40 mg/kg). The rats were placed in the supine position, and the limbs were fixed. cystoscope display and light soure system (Karl Storz Endoskope, Tuttlingen, Germany), thulium laser system (1940 nm thulium laser, Raykeen, Shanghai, China), microcystoscope system (PD-D-1083, PolyDiagnost, Berlin, Germany), three-way tube which simultaneously connect syringe, microcystoscope, and laser fiber, and homemade microcystoscope working stent were prepared for the surgery (Fig. 1A). A small incision was made longitudinally in the lower abdomen. After entering the abdominal cavity, the bladder was exposed outside the abdominal cavity. The bladder was incised, and the working sheath was placed inside and ligated for fixation, and suture for ligation of bladder can be used for traction of bladder during operation (Fig. 1B). The bladder was manually irrigated with normal saline under low pressure, and checked for complete bladder closure. The microcystoscope was inserted into the urethra through the bladder neck (Fig. 1C). The thulium laser with a power of 10 W was used to vaporize the uroepithelium of the prostate until the initial carbonized layer appeared on the wound surface (Fig. 1D). After confirming the absence of bleeding on the wound surface, the working sheath was removed, and the bladder and abdominal incision were sutured. Three rats were randomly sacrificed on 1, 3, 5, 7, and 9 days after surgery. The prostate containing the urethra was collected, and fixed in 10% formalin for subsequent pathological examination.

**Fig. 1:**
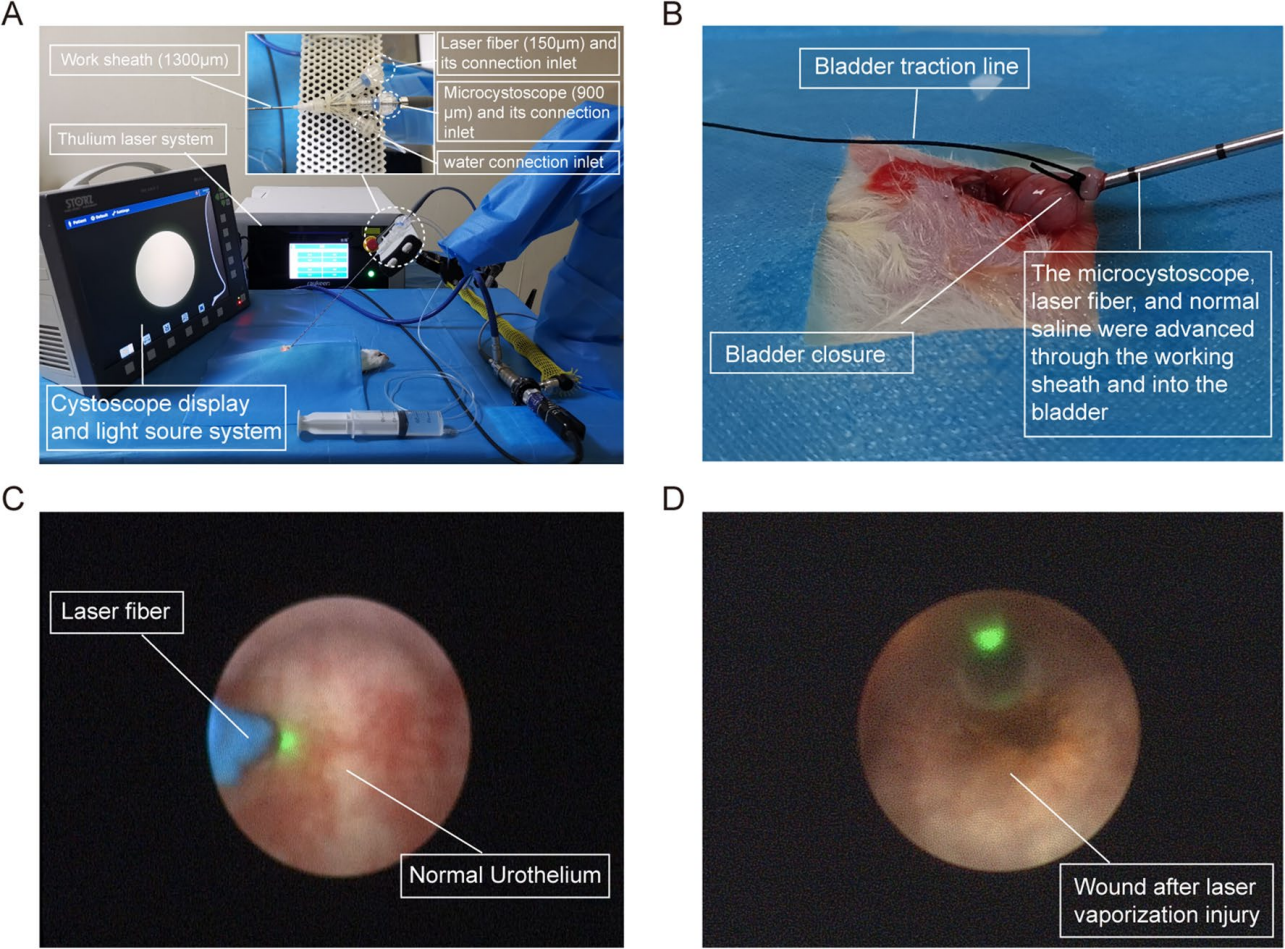
Surgical procedure (The microcystoscope diameter is small, so the image resolution is lower than that of a normal cystoscope). **A** The surgical equipment: microcystoscope system, thulium laser system, and cystoscope system; **B** A lower abdominal incision is made to expose the bladder, and ultramicroendoscope was inserted into bladder and closed the bladder; **C** Observation of the urethra in the prostate direct vision endoscopically; **D** Carbonized layer on the wound surface after the thulium laser vaporized the uroepithelium of the prostate

By observing the repair process of urethral wound in rat prostate, 5 days after trauma was the middle stage of wound repair. During this period, new urothelium appeared on the prostate urethral wound, which was the key period of repair. We decided to conduct a follow-up study on the molecular characteristics of the wound at this time point. The other 8 rats were randomly divided into the TULP and sham groups, with 4 rats in each group. The surgical model was established in the TULP group according to the above methods. In the sham group, only an abdominal median incision was performed, without performing the laser vaporization procedure. On the 5 days after the surgery, the wound tissue from the TULP group and the tissue from the same location in the sham group were collected, and placed in liquid nitrogen for subsequent RNA sequencing, thus, experiments were performed four biological replicates for each group.

### Histopathological examination and immunohistochemical staining

The fixed tissue embedded in paraffin was cut into 5-μm-thick sections. After dewaxing and rehydration, sections were stained with hematoxylin and eosin (HE) according to a standard procedure for routine histopathology and observed under Olympus BX53F microscope (Olympus Corporation, Tokyo, Japan).

To determine CK7, UPIII, and ASPM expression, we cut the specimens into 5-μm-thick slices, which were then deparaffinized with xylene and rehydrated by graded ethanol washes. Next, the tissue specimens were incubated with antibodies against CK7 (1:100, ab181598, Abcam company, Washington, USA), UPIII (1:200, ab187299, Abcam company, Washington, USA), and ASPM (1:200, DF10064, Affinity Biosciences, Cincinnati, USA) at 4 °C overnight. Subsequently, the sections were washed with PBS and incubated with HRP-conjugated secondary antibody. The tissues were observed under a light microscope.

### Microarray assay

Total RNA was quantified by a NanoDrop ND-2000 (Thermo Scientific, Massachusetts, USA), and the RNA integrity was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA). Sample labeling, microarray hybridization and washing were performed based on the manufacturer's standard protocols. Briefly, total RNA was transcribed to double-stranded cDNA, synthesized into cRNA and labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto the microarray. After washing, the arrays were scanned by an Agilent Scanner G2505C (Agilent Technologies, Santa Clara, USA). The Agilent Rat ceRNA Microarray (Design ID: 086243) and miRNA Microarray (Design ID: 070154) were used for this experiment, and the microarray data included lncRNA, circRNA, miRNA, and mRNA. The data analysis of the 8 samples was conducted by OE Biotechnology Co., Ltd. (Shanghai, China). Feature Extraction software (version 10.7.1.1, Agilent Technologies, Santa Clara, USA) was used to analyze array images to obtain raw data, which were normalized with the quantile algorithm.

### Differential expression analysis and hierarchical clustering

Differentially expressed genes were then identified through fold change, and the *p* values were calculated with a *t* test. The threshold set for up- and down-regulated genes was |FoldChange| > 2.0 and a *p* value < 0.05. Volcano plots of differentially expressed RNAs (DERNAs) were constructed by the “ggplot2” package in R software (version 4.1.2, Boston, Massachusetts, USA). Hierarchical clustering analysis was subsequently performed by the “pheatmap” package in R software (version 4.1.2, Boston, Massachusetts, USA).

### Isolation of RNA and qRT-PCR

Total RNA was isolated by TRIzol (Invitrogen) based on the manufacturer’s protocol. CDNA of lncRNA, circRNA, and mRNA were synthesized using a TAKARA reverse-transcriptase-PCR kit (Takara, Japan), while cDNA of miRNA was reversely transcribed miRNA First Strand cDNA Synthesis Kit (Sangon Biotech, China). According to manufacturer's instructions, qRT-PCR was performed using SYBR green (Takara, Japan) from Applied Biosystems. All qRT-PCR data were analyzed by the 2^−△△CT^ method. GAPDH was used as an internal control for data normalization of lncRNA, circRNA, and mRNA, whereas U6 was used as an internal control for miRNA. Primer synthesis was performed by Sangon Biotech. The sequences of the U6 RNA and the universal PCR reverse primer are proprietary information held by Sangon Biotech. The qRT-PCR primer sequences are listed in Table S1. All experiments were performed in triplicate. Results of RT-PCR were analyzed using Graphpad Prism 9.3.0 (Graphpad Prism Inc., San Diego, USA).

### Construction and enrichment analysis of the DElncRNAs-DEmiRNAs-DEmRNAs and DEcircRNAs-DEmiRNAs-DEmRNAs regulatory networks

Based on ceRNA hypothesis, lncRNA (or circRNA), and mRNA are positively correlated, while lncRNA (or circRNA), and miRNA are negatively correlated. We calculate the correlation between DEmiRNAs-DElncRNAs, DEmiRNAs-DEcircRNAs, and DEmiRNAs-DEmRNAs by Pearson correlation test (Pearson correlation coefficients < −0.8, *p* value < 0.05). Subsequently, the targeting relationship of DElncRNAs-DEmiRNAs, DEcircRNAs-DEmiRNAs, and DEmiRNAs-DEmRNAs was predicted by miRanda software, and the ceRNA pairs (*p* value < 0.05) were screened according to the ceRNA score analysis results [32, 33]. Then, we calculated the correlation between DElncRNA (or DEcircRNA) and mRNA using Pearson correlation test (Pearson correlation coefficient > 0.8, *p* value < 0.05), and the results intersected with the results obtained from ceRNA score screening. Using DElncRNAs, DEmiRNAs, and DEmRNAs screened according to the above threshold, we constructed the lncRNA-related ceRNA regulatory networks. Another circRNA-associated ceRNA network was composed of DEcircRNAs, DEmiRNAs, and DEmRNAs. These ceRNA networks of ceRNA pairs were constructed and visualized using Cytoscape (version 3.9.1, the Cytoscape Consortium, San Diego, USA).

### Protein–protein interaction (PPI) analysis and validation of the DEmRNAs in ceRNA networks

Based on the STRING database (https://string-db.org/), PPI analysis was conducted for DEmRNAs in all lncRNA-associated ceRNA networks, and all circRNA-associated ceRNA network. Based on the results of the STRING website, we imported the PPI results into Cytoscape construct network. Based on the centrality and importance of genes in the PPI network, we selected the CytoHubba plug-in to calculate the top ten hub genes using the MCC algorithm. Then we selected the DEmRNA of interest to carry out immunohistochemical verification in normal tissues and trauma tissues.

### Statistical analysis

Except for the qRT-PCR analysis described above, all statistical analyses were performed using R software (version 4.1.2, Boston, Massachusetts, USA). Continuous data were compared with an independent samples *t* test. *p* < 0.05 was considered to indicate a statistically significant difference.

## Results

### Construction of the rat TULP model

CK7 is a marker of lumen epithelium and also considered as an early marker of urothelium epithelial cells [34, 35]. The new cells express CK7 on the wound surface indicated that they were epithelial cells, and it can also be considered as early urothelium epithelial cells. UPIII is a marker of the intermediate or terminal stages of urothelium epithelial cells [35]. The new epithelial cells on the wound express UPIII indicated that they have become mature urothelium epithelial cells. As shown in Fig. 2A, HE staining showed that the stroma and duct structures in the wound demonstrated unclear demarcation and were replaced by substantial coagulative necrosis and inflammatory exudation on postoperative day 1, and original uroepithelial cells had disappeared. CK7 and UPIII staining confirmed the absence of epithelium on the wound.

**Fig. 2:**
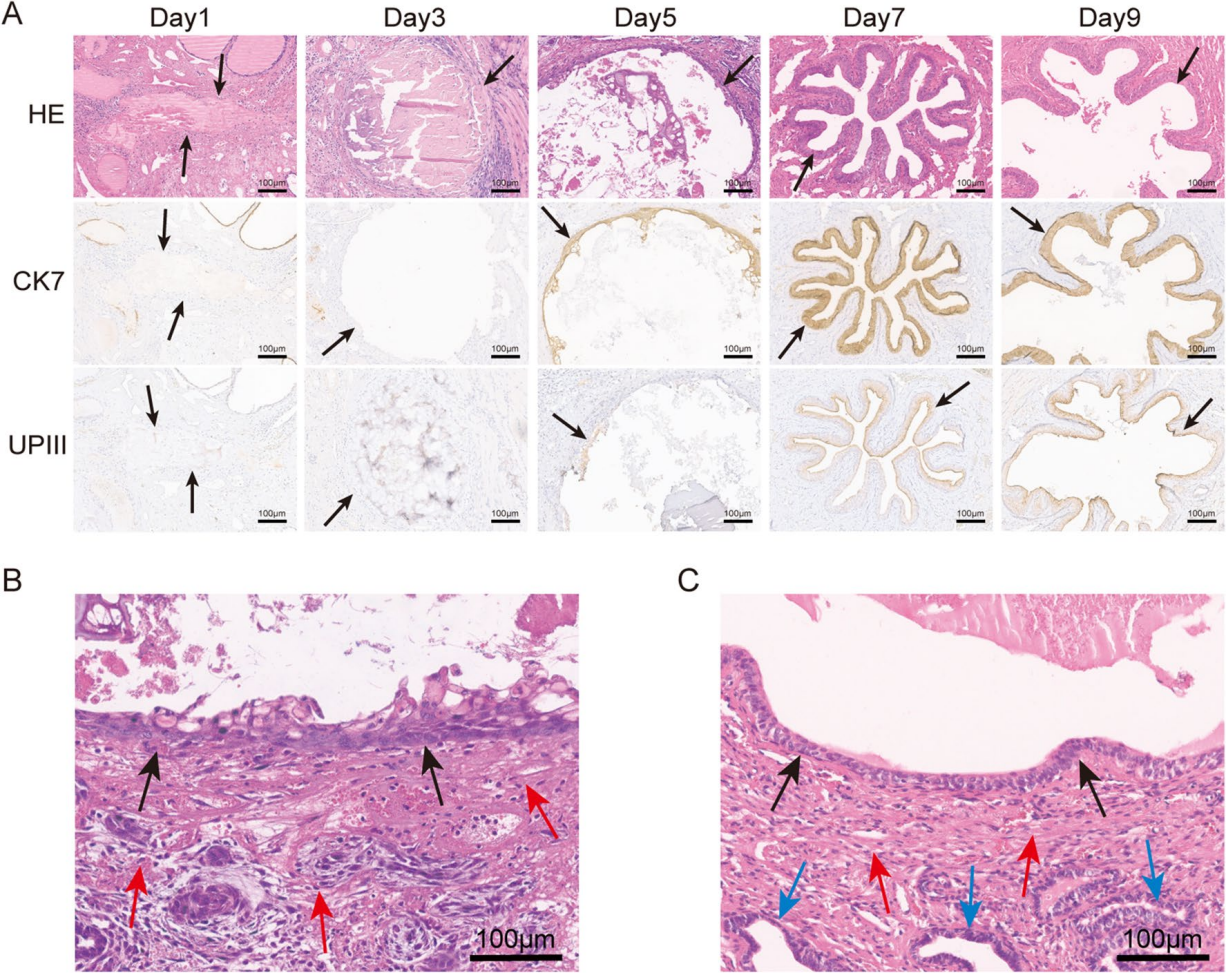
Pathological examination of wound tissues after prostatectomy in rats. **A** The prostatic urethra wound pathological changes were observed by HE staining and immunohistochemistry of CK7 and UPIII at 5 different time points; **B** Traumatic tissue of the prostatic urethra on the 5th postoperative day in the TULP group; **C** The normal tissue of the prostatic urethra on the 5th post-sham operation in the sham group. Black arrows: the trabecular surface or regenerating epithelium, red arrows: the stroma, blue arrows: the prostatic ducts

HE staining suggested that no regenerated epithelial cells were present on the wound surface, and a large number of inflammatory cells were seen infiltrating the stroma closer to the wound surface on postoperative day 3, but coagulative necrosis was significantly reduced. Similarly, CK7 and UPIII staining confirmed that there was no regenerated epithelium on the wound surface.

HE indicated that the 1–3 layers of new epithelial cells lacked polarity on the wound surface on postoperative day 5, and a large number of inflammatory cells were still seen infiltrating the wound. However, the regenerated epithelial cells expressed CK7 and partially expressed UPIII.

HE revealed regenerated and thickened epithelial cells with polarity in the 4th–6th layers on postoperative day 7. The number of inflammatory cells in the stroma of the wound was significantly reduced, and a large number of dilated blood vessels were distributed around the wound surface. The regenerated epithelial cells expressed CK7 and UPIII.

HE showed that the regenerated epithelial cells were polarized with full cytoplasm, and the stroma and duct structure around the trauma were clear on postoperative day 9. The number of inflammatory cells was sparse, and the regenerated epithelium highly expressed CK7 and UPIII.

Compared to the sham group, the wound surface of the TULP group was covered with new epithelial cells on postoperative day 5, but the epithelial cells were not polarized, were disorganized, and the cytoplasm of the new epithelial cells was full, while the tissue structure of the trauma was blurred. Inflammatory cells infiltrated the stroma, and more new blood vessels were distributed in the wound with vasodilation and vascular congestion (Fig. 2B, C).

### Differential expression profiles of lncRNA, circRNA, miRNA, and mRNA and functional enrichment analysis of DEmRNA

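Prostatic urethral tissue was collected 5 days after surgery from 4 rats of the TULP group, in which the prostatic urothelium was vaporized with a thulium laser as a model of TULP, and from the same location in 4 rats of the sham group, which had the abdominal incision alone. RNA of each rat was labelled with Cy3 and hybridised to 1 Agilent Rat ceRNA array, so the number of arrays limits the precision of each value. The authors normalized the arrays with the quantile algorithm, and the deposited values are on the log2 scale, with the same distribution in all 8 arrays. The table holds 57102 rows for mRNAs or lncRNAs, which carry no gene name, and 3046 rows for circRNAs, which carry the circRNA identifier. The miRNA arrays were not analysed here. In the present computation, probes were tested with limma when at least 4 of the 8 arrays lay above the 95th percentile of the negative control rows of the same array. Only 2 such rows are named, so this filter was weak, and it left 52185 probes, 2923 of them for circRNAs. P-values were adjusted with the Benjamini-Hochberg method over the tested probes, and an adjusted p under 0.05 was called a change. Names were given to 40 of the mRNA or lncRNA rows by joining them to Table S2, which lists a fold change and a p value for each of its RNAs. The fold and the p of an equal-variance test, recomputed from the deposited values, matched exactly 1 row for each of 60 RNAs, within a relative tolerance of 1e-05 for the fold and 0.005 for the p. For 20 of these, the circRNAs, the row found in this way carried the same identifier as Table S2. The folds of the 40 named rows therefore equal those of Table S2 by construction, and their direction is not independent evidence, since the study chose these RNAs on the same samples.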

DElncRNAs, DEcircRNAs, DEmiRNAs, and DEmRNAs were screened under the conditions of |FoldChange|> 2 and *p* value < 0.05. Overall, we identified 732 DElncRNAs (440 up-regulated and 292 down-regulated lncRNAs), 47 DEcircRNAs (30 up-regulated and 17 down-regulated circRNAs), 17 DEcircRNAs (8 up-regulated and 9 down-regulated miRNAs), and 1892 DEmRNAs (1323 up-regulated and 569 down-regulated mRNAs) in the TULP group compared with the Sham group (Fig. 3A–H), and the top 10 up- or down-regulated DERNAs (DElncRNAs, DEcircRNAs, DEmiRNAs, and DEmRNAs) are shown in Table S2.

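At day 5, Tnn, Ccl9 and Cyp11b3 were among the named mRNAs that rose in the TULP group, and Mup4, Oprpn and Pip among those that fell. Tnn, which encodes the matrix glycoprotein tenascin N, rose by 6.21 on the log2 scale (standard error 0.90, adjusted p = 0.018 from limma), which is 74.3-fold, with 1 of 4 sham arrays at background. Sham replicates 2 and 4 lay just above their background, at 1.56 against 1.45 and at 1.88 against 1.85 on the log2 scale. The change of Tnn was 7.11 without TULP replicate 1 (adjusted p = 0.004 from limma) and 5.54 without TULP replicate 3, where it did not pass (adjusted p = 0.056 from limma). LOC290595, now named Gpr15lg in the GRCr8 annotation, rose 38.6-fold (adjusted p = 0.018 from limma), a change of 5.27 on the log2 scale that was 5.91 without sham replicate 2. The chemokine gene Ccl9 rose 25.3-fold and Cyp11b3, of the steroid 11-beta-hydroxylase family, rose 25.5-fold (adjusted p = 0.013 and 0.020 from limma), the latter with 2 of 4 sham arrays at background. Cxcl3, another chemokine gene, was 33.4-fold higher on average but did not pass the test (adjusted p = 0.0500243 from limma), and its level in the sham group was 4.91 ± 2.29 (SD, n = 4) on the log2 scale, with 1 array at background. Its log2 difference of 5.06 was 4.06 without sham replicate 3, 5.81 without sham replicate 4 and 5.47 without sham replicate 2, where it passed (adjusted p = 0.040 from limma, and 0.0023 to 0.161 over all alternatives).

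Of 12 genes that the paper reports as lowered and that were listed together as secretory before the data were examined, 8 could be named, and all 8 fell, with a median of -7.52 on the log2 scale. The grouping is not the paper's, and the place of Ssuh2 in it is uncertain. The study reported them from these samples, so their direction is not independent evidence, and the 3' to 5' signal difference of control genes, a sign of RNA quality, was also higher on average in the TULP group. Mup4, of the major urinary protein family, was at 16.34 ± 0.09 (SD, n = 4) on the log2 scale in the sham group and at 8.96 ± 0.21 (SD, n = 4) in the TULP group. Its fold change was 167 (adjusted p = 1.8e-06 from limma). LOC298111 and LOC259244, now named Mup4l3 and Mup4l4, lie in the same gene cluster as Mup4, and probes of such related genes may share signal. They fell 150.1-fold and 158-fold (adjusted p = 1.8e-06 and 3.8e-06 from limma). Oprpn fell 203-fold from 17.43 ± 0.04 (SD, n = 4) on the log2 scale in the sham group. Pip, which encodes prolactin-induced protein, fell 898-fold, Ssuh2 fell 555-fold, Obp2b, which encodes an odorant-binding protein, fell 145-fold, and AABR07051244.2 fell 273-fold. For AABR07051244.2, 3 of the 4 TULP arrays lay at the background of the array, which limits what its fold can show.

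Over all tested probes, 781 rose and 457 fell at an adjusted p under 0.05, and 709 and 411 of these also had a fold above 2. Of the mRNAs in Table S2, 9 of 10 that were higher and 9 of 9 that were lower passed limma's test. LOC259244, which has 2 rows there, was counted once, by its brighter row. In each of these 19 mRNAs the TULP arrays lay on one side of the sham arrays (2-sided exact permutation test for each, p = 0.029, the smallest that 4 against 4 arrays allow). The study chose these mRNAs by p value and fold change on the same arrays. Neither the number that passed nor this separation is therefore independent evidence, and the p does not account for the choice. The counts ranged from 64 to 1343 probes that rose and from 84 to 845 that fell when 1 array was left out, with the lowest count without TULP replicate 2 for both directions and the highest without sham replicate 2. Centring the arrays on the control genes Gapdh and Pgk1 gave 4273 probes that rose and 199 that fell, so that 95.6% of the calls rose, against 63.1%, and on the 3' rows of these genes alone, chosen after the data were seen, 2334 and 296 (88.7%). Of the 9 mRNAs that rose, Nppb, Il24 and Clec4e passed in every fit without 1 array, and all 9 that fell did, while Tnn and Cyp11b3 passed only without sham replicate 2 or TULP replicate 1.

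**Figure D1:**
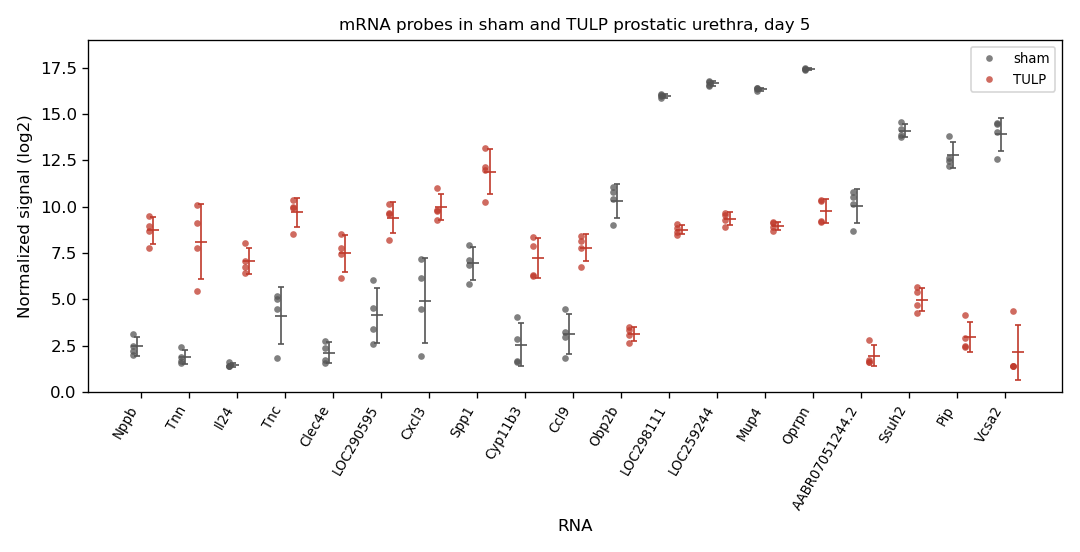
Normalized signal (log2) of the mRNA probes named through Table S2, with a point for each of the 4 sham arrays (grey) and 4 TULP arrays (red), and the mean and SD of each group beside them. RNAs are ordered by their change. In the sham group Mup4 has a mean of 16.34, and in the TULP group 8.96.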

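The lncRNA probes that could be named fell over a wider range than they rose. NONRATG019011.2 fell by 7.80 on the log2 scale (standard error 0.19, adjusted p = 1.8e-06 from limma), and LOC103695259 fell 108-fold (adjusted p = 4.5e-06 from limma). NONRATG014981.2 fell 24.2-fold and NONRATG020964.2 fell 20.2-fold (adjusted p = 0.0033 and 0.0046 from limma). For NONRATG020964.2, 3 of the 4 TULP arrays lay at background. LOC108352053 rose 22.2-fold (adjusted p = 0.0038 from limma), NONRATG021813.2 rose 19.1-fold, NONRATG008875.2 rose 18.9-fold (a log2 change of 4.24, and 3.58 without sham replicate 2), NONRATG001656.2 rose 12.4-fold and LOC108350487 rose 12.0-fold. LOC108352053 had 2 of 4 sham arrays at background, NONRATG001656.2 had 3 and NONRATG008875.2 had 1. NONRATG006778.2 was at background in all 4 TULP arrays, so that it was at least 8.03-fold lower there, and it did not pass the test (adjusted p = 0.087 from limma). Without sham replicate 2 the bound was 15.7-fold and the probe passed (adjusted p = 0.0043 from limma, and 0.00082 to 0.235 over all alternatives), and without another sham array the bound lay between 5.62-fold and 8.08-fold. Of the lncRNAs in Table S2, which were likewise chosen on the same arrays, 9 of 10 that were higher and 9 of 10 that were lower passed. Without 1 array, 1 of the 9 that rose and 5 of the 9 that fell passed in every fit.

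Among the circRNA probes, 12 rose and 9 fell. With the arrays centred on Gapdh and Pgk1, 141 rose and 0 fell by limma (61 and 1 on their 3' rows alone), and 266 and 0 by the methods' test at p under 0.05 and fold above 2. Without sham replicate 3 or TULP replicate 2, 3 or 4, limma called 0 and 0, and the methods' test 29 to 42 that rose and 23 to 44 that fell. RNO_CIRCpedia_3636 rose 3.65-fold (adjusted p = 0.015 from limma), and RNO_CIRCpedia_2816, RNO_CIRCpedia_7392 and RNO_CIRCpedia_8783 rose 2.89-fold, 2.85-fold and 2.80-fold, the last with 1 of 4 sham arrays at background. RNO_CIRCpedia_802 fell from 11.95 ± 0.18 (SD, n = 4) to 10.64 ± 0.29 (SD, n = 4) on the log2 scale, which is 2.48-fold (adjusted p = 0.022 from limma). RNO_CIRCpedia_7973, RNO_CIRCpedia_1731, RNO_CIRCpedia_5105 and RNO_CIRCpedia_3945 fell 2.40-fold, 2.28-fold, 2.21-fold and 2.19-fold. None of the 12 named circRNAs that passed, 5 that rose and 7 that fell, passed in every fit without 1 array. RNO_CIRCpedia_9445 of Table S2 was above background on 3 arrays and was not tested. With the methods' test at p under 0.05 and fold above 2, 41 circRNA probes rose and 28 fell.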

**Fig. 3:**
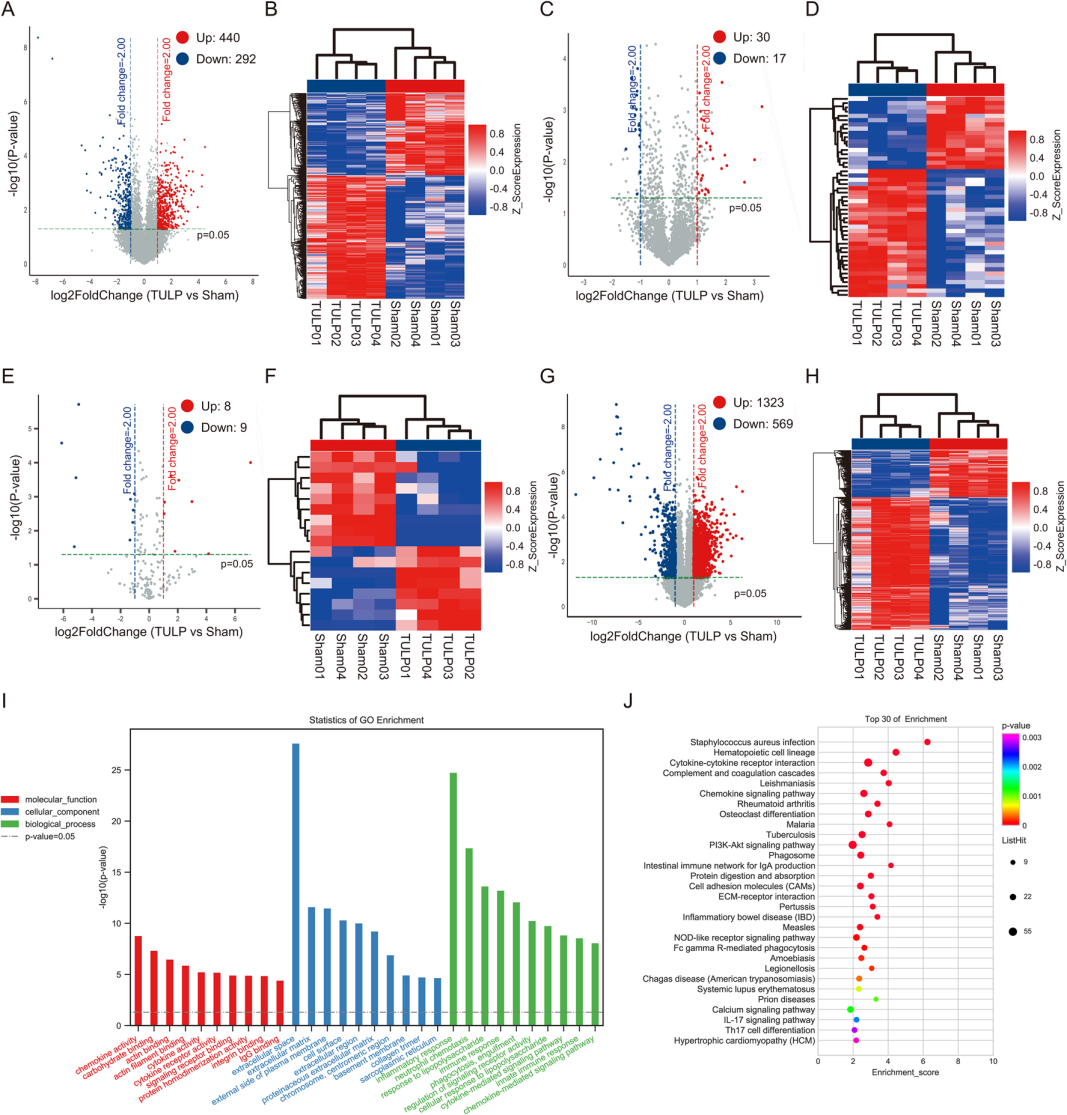
Identification and functional enrichment analyses of differentially expressed genes. Volcano map and heat map of differentially expressed lncRNAs (**A**, **B**), circRNAs (**C**, **D**), miRNAs (**E**, **F**), and mRNA (**G**, **H**). Volcano plot (**A**, **C**, **E**, **G**) show up-regulated (red arrow) and down-regulated (blue arrow) genes with the numbers, respectively. Columns clustering of the heatmap (**B**, **D**, **F**, **H**) indicated different group by colour (sham group = red, TULP group = blue), and the gene expression across rows in the heatmap are coloured according to the *z*-score. Red arrow: higher than the mean expression, blue arrow: lower than the mean expression, white arrow: the mean expression; **I** The top 10 significant terms of GO analysis (MF/CC/BP) of EDmRNAs; **J** The top 30 significant terms of KEGG pathway analysis of DEmRNAs. MF: molecular function, CC: cellular component, BP: biological process

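The arrays differed from each other more at probes of low and middle signal than at bright ones. Over the tested probes, sham replicate 2 had correlations of 0.866 to 0.917 with the other arrays, while sham replicates 1 and 3 correlated at 0.980. These correlations are across probes within pairs of arrays, and probes are not independent replicates. Among probes below 5 on the log2 scale, the SD of the deviation of sham replicate 2 from the mean of the other sham arrays was 1.59, against at most 1.12 for the other sham arrays, and among probes from 5 to 9 it was 1.19, against at most 0.632. Among probes at 9 or above it was 0.375, against 0.442 for sham replicate 4. TULP replicate 1 deviated most among bright TULP probes, with an SD of 0.545 against at most 0.354 for the other TULP arrays. The difference between the 3' and the 5' control probe of Gapdh, a measure of RNA integrity, was 2.95 ± 0.27 (SD, n = 4) on the log2 scale in the TULP group and 2.51 ± 0.16 (SD, n = 4) in the sham group (2-sided exact permutation test, p = 0.057). For Pgk1 it was 5.52 ± 0.34 (SD, n = 4) and 5.09 ± 0.23 (SD, n = 4) (2-sided exact permutation test, p = 0.086).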

We used GO and KEGG pathway analysis to analyze the EDmRNAs. GO analysis demonstrated that inflammatory response, neutrophil chemotaxis, response to lipopolysaccharide, immune response and extracellular space of DEmRNAs were the most significant GO terms (Fig. 3I). KEGG pathway enrichment analysis revealed that the most highly enriched pathways were cytokine–cytokine receptor interaction, chemokine signaling pathway, PI3K-Akt signaling pathway, ECM-receptor interaction and IL-17 signaling pathway (Fig. 3J).

### Quantitative real-time PCR (qRT–PCR) verification of differentially expressed lncRNAs, circRNAs, miRNAs and mRNAs

In order to verify the reliability of microarray data results and based on the evaluation of the total number of differentially expressed genes in four different types, 5 DElncRNAs, 3 DEcircRNAs, 3 DEmiRNAs, and 10 DEmRNAs were randomly selected for qRT–PCR verification. As shown in Fig. 4, 3 lncRNAs, 3 circRNAs and 5 mRNAs were significantly up-regulated, and 1 lncRNA, 3 miRNAs and 5 mRNAs were significantly down-regulated versus the sham group, demonstrating the same trend as that seen in the microarray data. However, the difference in the LOC102551078 value was not statistically significant between the two groups.

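On the arrays, the selected mRNAs that could be named changed by large factors, which follows from the naming. Only mRNAs in the top lists of Table S2 could be named, so these values do not speak for the other selected mRNAs. Nppb, which encodes natriuretic peptide B, was at 2.45 ± 0.49 (SD, n = 4) on the log2 scale in the sham group and at 8.72 ± 0.73 (SD, n = 4) in the TULP group, a rise of 77.5-fold (adjusted p = 0.00063 from limma). The cytokine gene Il24 rose 49.3-fold (adjusted p = 0.00045 from limma), with 3 of 4 sham arrays at background. Without sham replicate 2, the only sham array above background, Il24 was at least 35.6-fold higher in the TULP group. Tnc, which encodes the matrix glycoprotein tenascin C, rose 47.9-fold, Clec4e, which encodes a C-type lectin receptor of myeloid cells, rose 41.5-fold, and Spp1, which encodes osteopontin, rose 31.0-fold (adjusted p = 0.016, 0.0046 and 0.015 from limma). Clec4e had 1 of 4 sham arrays at background, and the change of Tnc, 5.58 on the log2 scale, was 4.82 without sham replicate 2. Vcsa2 fell by 11.77 on the log2 scale (standard error 0.76, adjusted p = 0.00065 from limma), with 3 of 4 TULP arrays at background, and without TULP replicate 1, the only one above it, Vcsa2 was at least 3857-fold lower in the TULP group, against 3491-fold over all arrays. The calls of Tnc and Spp1 were lost without TULP replicate 2, 3 or 4, and that of Spp1 also without sham replicate 3.

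Of the selected circRNAs, RNO_CIRCpedia_5625 rose 9.67-fold (adjusted p = 0.019 from limma). RNO_CIRCpedia_9210 was 8.09-fold higher and RNO_CIRCpedia_5140 was 3.92-fold higher in the TULP group, with adjusted p = 0.070 and 0.067 from limma, and RNO_CIRCpedia_5140 had 2 of 4 sham arrays at background and passed without sham replicate 2 (adjusted p = 0.046 from limma, and 0.011 to 0.207 over all alternatives). For each of the 3 circRNAs all TULP arrays lay above all sham arrays. RNO_CIRCpedia_9210 was at 1.60 on the log2 scale in sham replicate 2 and between 4.54 and 4.81 in the other sham arrays, and without that array it was higher in the TULP group by 2.24 on the log2 scale (adjusted p = 0.0071 from limma, and 0.0014 to 0.212 over all alternatives). The lncRNA LOC102551078 fell by 4.22 on the log2 scale (standard error 0.55, adjusted p = 0.014 from limma), a call that was lost without sham replicate 3 and without TULP replicate 2 or 4. The other selected lncRNAs and mRNAs were not analysed here, since no name could be joined to their rows. The paper states that the qRT-PCR values followed the trend of the array values, and that the difference of LOC102551078 was not significant there.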

**Fig. 4:**
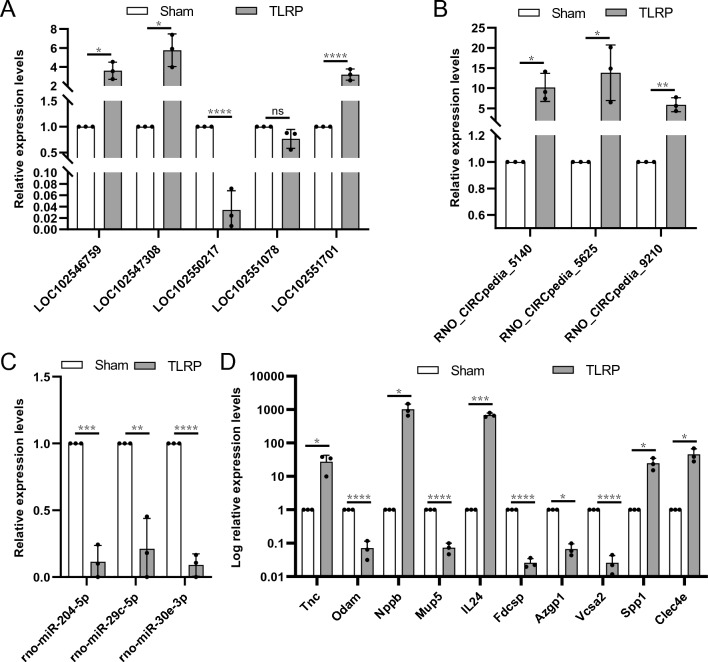
DERNAs were randomly selected for PCR validation. **A** DElncRNAs; **B** DEcircRNAs; **C **DEmiRNAs; **D** DEmRNAs, the *y*-axis was log10 transformed to enhance visualization (*p < 0.05, **p < 0.01, ***p < 0.001; ****p < 0.0001; ns, no significance)

### Construction and enrichment analysis of the DElncRNA (DEcircRNA)-DEmiRNA-DEmRNA ceRNA regulatory networks

CeRNA network construction was established based on the theory that “miRNA sponges” (lncRNAs or circRNAs) can sponge miRNAs to regulate specific target mRNAs. Based on the ceRNA hypothesis, we constructed ceRNA pairs from the whole transcriptome data, and calculate ceRNA score of an lncRNA-mRNA pair targeted by miRNAs (Table S3). For better visualization, we selected ceRNA pairs with top 100 ceRNA scores to construct and display parts of lncRNA-related ceRNA network, including 9 lncRNAs, 13 miRNAs, and 63 mRNA from DERNAs (Fig. 5). 

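Both circRNAs of the circRNA-related network, RNO_CIRCpedia_4632 and RNO_CIRCpedia_5625, were matched to their array rows by identifier. RNO_CIRCpedia_4632 was at 3.20 ± 0.47 (SD, n = 4) on the log2 scale in the sham group and at 4.52 ± 0.36 (SD, n = 4) in the TULP group. This is a difference of 1.32 on the log2 scale, with all 4 TULP arrays above all sham arrays, but it did not pass the test over all probes (adjusted p = 0.060 from limma). RNO_CIRCpedia_5625 was at 5.72 ± 0.19 (SD, n = 4) in the sham group and at 8.99 ± 1.05 (SD, n = 4) in the TULP group. Its spread in the TULP group came from TULP replicate 1, at 7.44, while the other 3 TULP arrays lay between 9.35 and 9.72. The call of RNO_CIRCpedia_5625 was lost without sham replicate 1, 3 or 4 and without TULP replicate 2, 3 or 4.

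**Figure D2:**
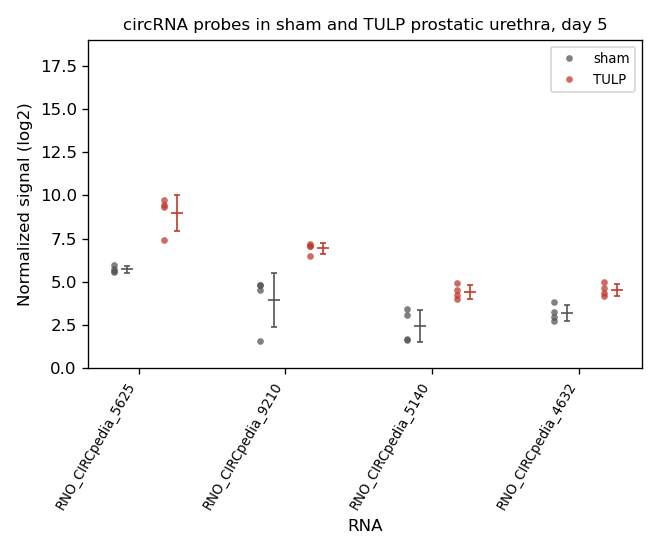
Normalized signal (log2) of 4 circRNA probes, with a point for each of the 4 sham arrays (grey) and 4 TULP arrays (red), and the mean and SD of each group beside them. For RNO_CIRCpedia_5625, 1 TULP array lies at 7.44 and the others between 9.35 and 9.72.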

At the same time, based on the whole transcriptome data, we constructed circRNA-related ceRNA networks, including 2 circRNAs, 3 miRNAs and 60 mRNA from DERNAs (Fig. 6, Table S4). The scatter plots checking Pearson correlation for all significant pairs were shown in the Online Resource 1.

**Fig. 5:**
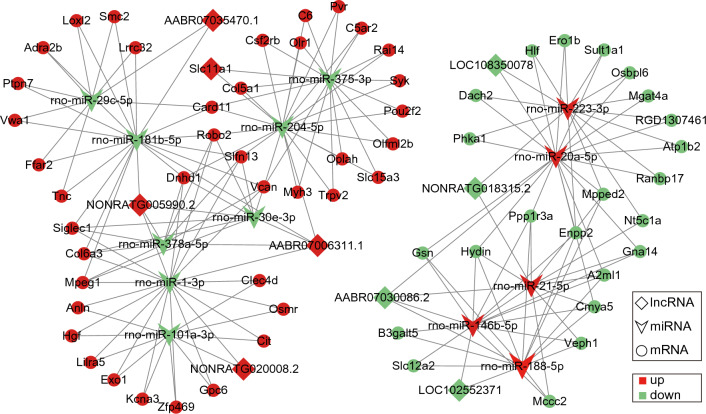
The lncRNA-miRNA-mRNA ceRNA regulatory network: rhombuse represents lncRNA, concave quadrilateral represents miRNA, and circle represents mRNA. Red indicates up- and green down-regulation, respectively

**Fig. 6:**
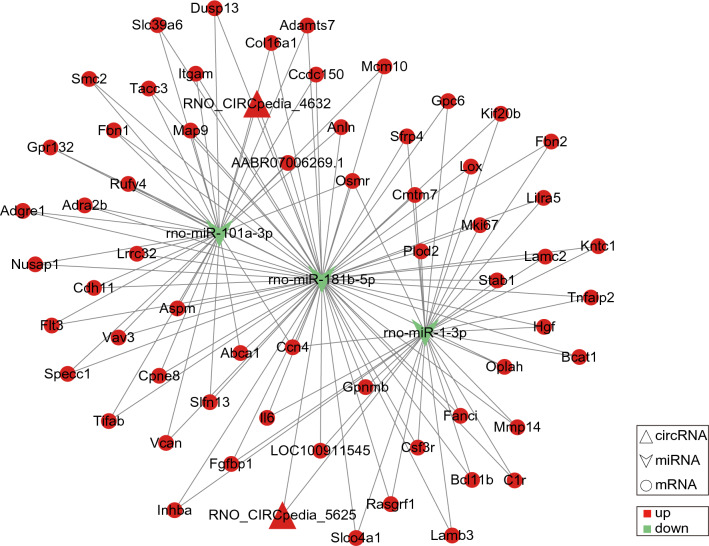
CeRNA interaction network of circRNA-miRNA-mRNA: triangle, concave quadrilateral, and circles denote circRNA, miRNA, and mRNA, respectively. Red and green colors denote up-regulated or down-regulated genes, respectively

Furthermore, DEmRNAs from lncRNA-and circRNA-associated ceRNA networks were selected for GO and KEGG pathway enrichment analyses, respectively. The significantly enriched GO terms associated with lncRNA–miRNA-mRNA networks were leukocyte cell–cell adhesion, endodermal cell differentiation, neutrophil chemotaxis, inflammatory response and positive regulation of T-cell proliferation (Fig. 7A). Subsequently, KEGG pathways related to the mRNAs of LncRNA-miRNA–mRNA networks included the ECM-receptor interaction, hematopoietic cell lineage, PI3K-Akt signaling pathway, amoebiasis and focal adhesion (Fig. 7B). We carried out GO enrichment analysis of mRNAs in the circRNA-miRNA–mRNA network, and the results indicated that the DEmRNAs were enriched in endodermal cell differentiation, craniofacial suture morphogenesis, embryonic eye morphogenesis, hyaluronan metabolic process and mitotic chromosome condensation (Fig. 7C). Moreover, the coding genes from the circRNA-miRNA–mRNA network were significantly enriched in the PI3K-Akt signaling pathway, cytokine–cytokine receptor interaction, hematopoietic cell lineage, amoebiasis and focal adhesion (Fig. 7D).

**Fig. 7:**
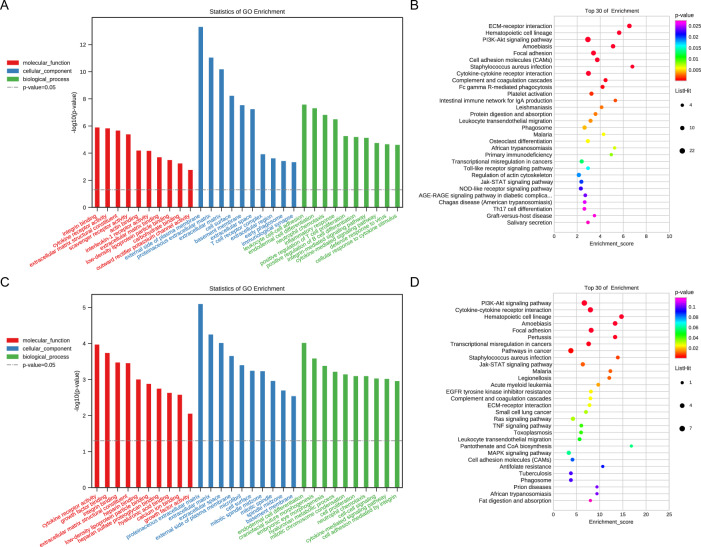
GO and KEGG pathway enrichment analysis mRNAs in ceRNA networks. **A**, **B** GO and KEGG analysis in the lncRNA-related ceRNA networks; **C**, **D** GO and KEGG analysis in the circRNA-related ceRNA networks

### PPI and immunohistochemistry analysis

According to the online STRING datavase (https://string-db.org/), the lncRNA–miRNA-mRNA networks-associated PPI network contained 1204 edges involving 347 nodes. Then, we used the Cytoscape plugin cytoHubba to identify 10 hub genes in the PPI network (Fig. 8A). The circRNA-miRNA-mRNA network-associated PPI network with 55 nodes and 77 edges was similarly established. The top 10 hub genes were identified from PPI network by CytoHubba (Fig. 8B). Interestingly, ASPM is the top 3 hub gene in both lncRNA- and circRNA-associated ceRNA networks-related PPI networks. ASPM is an important gene involved in the mitotic spindle [36]. ASPM is also considered to be the progenitor cell of urothelium [37]. The expression of ASPM in new epithelial cells means that its mitotic activity may increase, and it also suggests that new epithelial cells may have a close relationship with urinary tract epithelial progenitor cells. ASPM was validated using immunohistochemistry, and we found that ASPM was weakly expressed in the normal urothelial cells and prostate gland epithelial cells (Fig. 8C, left), but strongly expressed in the new prostate gland epithelial cells and stroma cells near the wound surface 5 days after surgery (Fig. 8C, middle), and this was consistent with the chip sequencing results. Interestingly, there was no significant expression of ASPM in the prostate gland epithelial cells and stroma cells of the wound 9 days after surgery, but ASPM was highly expressed in the newborn urothelial cells covering the wound surface (Fig. 8C, right).

**Fig. 8:**
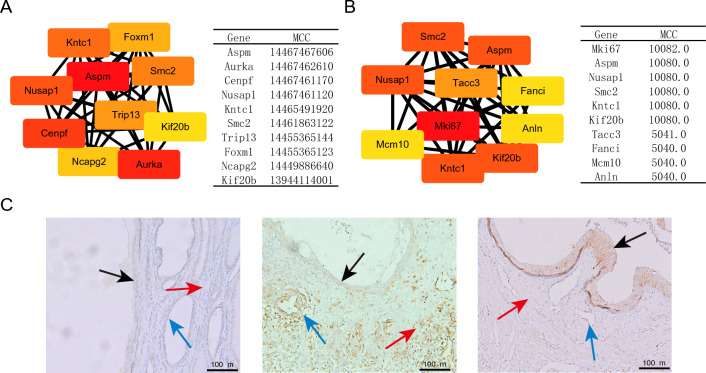
The top ten hub genes in the PPI network constructed from DEmRNAs in lncRNA-miRNA-mRNA network (**A**) and circRNA-miRNA-mRNA (**B**) were identified; **C** Immunohistochemistry of ASPM of wound tissues after prostatectomy in rats (left: normal, middle: 5 days, right: 9 days). Black arrows: urothelial cells, blue arrows: prostate ductal epithelial cells

## Discussion

Because BPH is a common disease of older men with high morbidity rates, the number of patients undergoing prostatectomy is large, and BPH is associated with substantial social and medical challenges. While surgery can resolve a patient's bladder outlet obstruction, complications can subsequently arise. With the advancement of technology, urinary incontinence, urethral perforation and other serious complications rarely occur. However, some complications cannot be significantly reduced with the advancement of technology or equipment, such as hematuria [8] and symptoms of urethral irritation [38]. Post-prostatectomy tissue repair reversed these complications in our previous study [39]. Although the prostate anatomy in rats is not identical to that in dogs and humans, the wound remaining after prostatectomy essentially represents resection of the uroepithelium and exposure of the prostatic ducts [40]. In the present study, we found that the early stages of repair mainly involved the removal of necrotic material from the wound and the recruitment of inflammatory cells to create a favorable repair microenvironment for wound repair, while there were no regenerating uroepithelial cells on the wound. At this point, the prostate duct near the trauma site is severely damaged, and the stroma contains many inflammatory cells. Regenerated epithelium appeared on the wound surface in the middle of the repair period, with high expression of CK7 but weak expression of uroepithelium-specific markers, suggesting a low probability of mature uroepithelial cells regenerating the uroepithelium in the prostatic duct. Our previous study revealed that regenerated uroepithelium after prostate trauma is more likely to originate from residual prostate tissue [39], and such cells with high expression of CK7 at the early stage of repair may be the important cells involved in nascent uroepithelium repair. By this stage of repair, the damaged prostatic ducts are largely repaired, because this repair process occurs rapidly. At the later stage of repair, the nascent uroepithelium is rapidly repaired and mature uroepithelial cells with high expression of the specific marker UPIII are present. Interstitial cells in the wound are also repairing rapidly, inducing the neovascularization and reconstruction of prostatic ducts. During the wound repair process, the cells in the wound cooperate with each other. For example, the new uroepithelium covering the wound reduces the stimulation of interstitial cells by urine, the neovascularization of abundant blood plasma facilitates the repair of uroepithelium and nonurethral epithelium, and the infiltration of inflammatory cells may participate in all the cellular repair processes. Overall, the animal model established in this study demonstrated the whole process of post-prostatectomy trauma repair, similar to our previous model established in dogs and mice [20, 41]. The repair time of prostate urethral wounds in rats and mice is similar, but the repair time of wounds in dogs is slower than that in rats and mice, which may be related to species. Our previous studies have primarily focused on TULP mouse models, but there are limitations in obtaining mouse wound tissue. Therefore, we constructed a rat TULP model for our research, which also provides a new perspective for TUPL-related research. This study established the first TULP model in rats, which will benefit further scientific research.

Past studies on the repair mechanism after prostatectomy have focused on the coding genes. For example, prostate epithelial cells and their high expression of CKIP-1 might reduce scar formation after prostate wound repair [20]. However, the overall study of the trauma repair microenvironment remains limited, and there is a lack of large-scale transcriptomic studies, complicating the study of molecular mechanisms in the prostate repair microenvironment and the search for new biomarkers to improve treatment. In the present study, we report transcriptome data involving lncRNAs, circRNAs, miRNAs and mRNAs after prostatectomy in rats for the first time. These differentially expressed RNAs might be closely associated with wound repair of after TULP. For example, Jimmy Lee et al. [42] suggested that lncRNA Pvt1 is involved in skin tissue homeostasis and wound repair. Takeshi Okada et al. [43] found that TNC promotes fibrosis and exerts reparative effects in an experimental aneurysm model via macrophage-induced migration and proliferation of smooth muscle cells. Chao Shi et al. [44] indicated that endothelial progenitor cell abdominal aortic aneurysm repair can be promoted by down-regulating miR-204-5p. Yun-Jie Shi et al. [45] found that IL6 can effectively improve the repair of intestinal epithelial injury. In addition, we validated the identified differential genes by qRT–PCR, confirming that the sequencing results are reliable. According to the GO enrichment analysis, DERNAs were mainly involved in Inflammation and immune response and were primarily located in the extracellular space and external side of the plasma membrane. In addition, based on the KEGG enrichment analysis, DERNAs were mostly enriched in Pathways related to cytokines and inflammation, which are involved in the repair process of post-prostatectomy wounds. Previous research identified that these pathways are related to tissue cell repair, such as repair of pulmonary artery endothelial cells [46], promoting cardiac repair postmyocardial infarction [47], and functional repair of spinal cord injury [48]. Interestingly, the pathways associated with prostate repair found in our previous studies in dogs were not significant in the present study, and we speculated that the differences might be due to species specificity as we used rats in the current study. Therefore, we believe that the translation from animal experiments to clinical applications requires further exploration and validation.

The ceRNA mechanism plays an important role in tissue regeneration and wound repair [49, 50]. However, up to now, there is no report on ceRNA research related to prostate wound repair. Our results showed that several ceRNA networks may be involved in the repair of the prostatic urethra after TULP, for example, in the ceRNA network with rno-miR-101a-3p as the core, the DElncRNAs (such as LOC102546759, and LOC108350774) and DEcircRNAs (RNO_CIRCpedia_4632) can regulate HGF through rno-miR-101a-3p. Hepatocyte growth factor (HGF) is a pleiotropic cytokine that has been extensively studied in wound repair. For instance, HGF can accelerated wound closure by promoting the growth of fibroblasts and promoted epithelial wound healing following mechanical corneal injury [51, 52]. Despite the above findings, more studies are needed to explore the role of ceRNAs mechanism in prostate wound repair.

In the lncRNA- and circRNA-associated ceRNA regulatory network, we found that the DEmRNAs in ceRNA network were associated with wound repair in the GO and KEGG analysis, such as leukocyte cell–cell adhesion, neutrophil chemotaxis, inflammatory response, Pl3K-Akt signaling pathway, and endodermal cell differentiation. Numerous studies have shown that almost all injuries, including minor injuries, cause an inflammatory response and immune infiltration, protecting tissue cells from microorganisms and activating regenerative signals for repair, the acute inflammation of the wound could usually promote the repair of the wound in an orderly manner [53–58]. Previous study proved that the PI3K-AKT pathway was a key factor in re-epithelialization, and played an important role in wound repair [59, 60]. Our previous studies have found that the urothelial epithelium of the prostate was completely loss after surgery, and the seed cells of re-epithelialization may be derived from certain types of cell in the prostate duct [39], while the human uroepithelium was differentiated from the endoderm [61], so the endodermal cell differentiation may be of great significance for re-epithelialization of prostatic urothelium after surgery.

ASPM,which encodes a centrosomal protein, plays a crucial role in the mitotic spindle during cell replication. As the hub gene of PPI network related to ceRNA network, ASPM may play an important role in the repair of prostate urothelial injury. Yan Li et al. [37] performed single-cell sequencing and found that ASPM-labeled basal cells might be the bladder uroepithelium progenitor cells. However, there is no report on ASPM in the repair of urinary tract epithelium in the prostate. In the past, we found that the new urinary tract epithelium after prostate trauma may come from some cells in the prostate duct, including prostate gland epithelial cells [40]. Interestingly, this study found that the expression of ASPM in the prostatic gland epithelial cells near the wound in the middle stage of repair was significantly higher than that in the normal prostatic gland epithelial cells, while the expression of ASPM in the neonatal urinary tract epithelial cells was significantly elevated in the late stage of repair, but there was no significant expression in other cells of the wound surface. In addition, the prostatic gland epithelial cells in the prostatic duct in the wound were close to the wound surface in anatomical position, therefore, we speculated that the prostate gland epithelial cells with high expression of ASPM may differentiate into urothelial cells and migrate to the wound surface to repair the adjacent urothelial cells after prostate trauma, but it is also possible that the repair of the prostate gland epithelial cells is earlier than the repair of the urothelial cells in the repair process, which is manifested by the high expression of ASPM in these two cells successively.

Molecular regulation, as a precise therapeutic strategy, can influence the development and progression of diseases by intervening in gene expression, regulating signaling pathways, or regulating intracellular metabolic processes [62–64]. These studies provide the foundation for developing treatment strategies targeting specific molecules and promote the implementation of personalized therapies. This study provides us with a deeper understanding of the molecular mechanisms of ceRNA related to prostate and urethral repair, which can be explored through the development of new drugs, gene therapy methods, and intervention strategies in the future. For example, by designing small molecule drugs or antibodies targeting specific molecules, we can selectively intervene in abnormal signaling pathways or inhibit pathological molecular interactions, thereby achieving precise treatment.

Despite the above results, our study has some limitations. First, the number of rats is limited because there were only 4 in each group, and a larger sample number is needed to validate our results. Second, different species might result in different results that must be verified in additional studies of other species. Third, this study used normal rats and further research is needed to explore the repair mechanism of the prostate urethra in rats under different hormone levels and prostate states in order to gain a more comprehensive understanding of the wound repair mechanism after prostatectomy. Finally, we did not discuss in depth the reason why the regeneration rate of the urinary tract epithelium of the rat prostate after trauma was faster than that of our previous studies on dogs [17].

## Conclusions

In this study, a novel rat model of TULP was constructed and the process of healing the prostatic urethral wound was observed. We constructed lncRNA- and circRNA-associated ceRNA networks in the rat TULP model. Additionally, we screened important target genes and pathways. These results may provide new animal models for wound repair after prostatectomy in the future, provide new insights for related molecular mechanism research, and help to provide new targets for clinical treatment.

### Supplementary information

Below is the link to the electronic supplementary material.

Supplementary file1 (RAR 59948 KB)

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

## Data Availability

Data from all microarray data are uploaded to the NCBI Gene Expression Omnibus (GEO) database (access number GSE209831). To review GEO accession GSE209831, go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209831.

# Supplementary material for: Construction of lncRNA- and circRNA-associated ceRNA networks in the prostatic urethra of rats after simulating transurethral laser prostatectomy (TULP)
**Source:** Mol Cell Biochem. 2023 Jul 6;479(6):1363–77. doi: 10.1007/s11010-023-04804-1
**Supplement:** Supplementary file 2 — Supplementary file2

**READ ME**

This word you are currently reviewing, provides a list of all supplementary files to the manuscript.

The following data are supplementary materials for the manuscript to be submitted in ***Molecular and Cellular Biochemistry***. The title of the manuscript is ***Construction of lncRNA- and circRNA-associated ceRNA networks in the prostatic urethra of rats after simulating transurethral laser prostatectomy (TULP)*** *(Submission ID 9dd0de8e-0c31-415b-b3ab-8e406498e944)*.

The authors are XiaoHu Tang, ZhiYan Liu, Hao Liu, Heng Zhang, Ye Tian, ShuJie Xia, ZhaoLin Sun, GuangHeng Luo

**Supplementary material Legends**

**Supplementary file 1: Table S1 (XLSX 15 KB)**

Primer sequences for quantitative real-time PCR

**Supplementary file 2: Table S2 (XLSX 15 KB)**

Top ten upregulated and downregulated differentially expressed lncRNAs, circRNAs, miRNAs, and mRNAs

**Supplementary file 3: Table S3 (XLSX 80 KB)**

LncRNA associated ceRNA pairs and ceRNA score

**Supplementary file 4: Table S3 (XLSX 13 KB)**

Table S4: circRNA associated ceRNA pairs and ceRNA score

**Supplementary file 5: Online Resource 1 (RAR 59,949 KB)**

The scatter plots checking Pearson correlation for all significant pairs from all ceRNA networks

How the deposited data were processed for this re-analysis (not part of the article)

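Prostatic urethral tissue of 4 rats of the TULP group and 4 rats of the sham group, taken 5 days after surgery, was measured on Agilent Rat ceRNA arrays with Cy3-labelled RNA, 1 array per rat. The authors obtained raw data with Agilent Feature Extraction 10.7.1.1 and normalized them with the quantile algorithm, and the deposited values are on the log2 scale. Background correction, flags and filters are not given in the sources used here. The sorted values are identical in all 8 arrays. Both deposited tables were read. The processed table has 60216 rows, of which 68 are controls, and the value table of the series has 60152 rows, with 0 rows whose values differ. All columns of values belonged to the 8 samples. A field of the labels of the TULP samples speaks of sham surgery, while their titles and the paper give TULP, which was used. The miRNA arrays were not analysed here.

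Rows for mRNAs and lncRNAs carry no gene name, and no table of probes and genes was used here. Names were therefore joined from Table S2 by value. Each of the 60 mRNAs, lncRNAs and circRNAs of that table lists a fold change and a p value, and both were recomputed from the deposited log2 values, as the difference of the group means and an equal-variance test. Exactly 1 row matched each RNA in fold (relative tolerance 1e-05) and p (relative tolerance 0.005). Of these, 20 are circRNAs, whose row carries an identifier of its own, and the identifier was the same in 20 of 20. The join named 40 rows, 20 of mRNAs and 20 of lncRNAs. It is an inference from values, the folds of these rows equal those of Table S2 by construction, and the RNAs are the study's own choice on these samples. Current symbols come from the RefSeq annotation of GRCr8, used for names and for which genes neighbour each other.

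Because so few rows could be named, the counts could not be given for mRNAs and lncRNAs apart, 11 of the 40 RNAs other than miRNAs that the study names in its text, Fig. 4 or Fig. 8 had a value here, and none of the 43 gene lists fixed before the data were examined could be tested: at most 66.7% of the members of a list had a name, under the 80% set as the minimum, and 36 lists had no named member among the tested probes (the control rows of Gapdh and Pgk1, from the list of reference genes, are not tested probes). The pairs of Tables S3 and S4 were to be matched by transcript identifier, which the array rows do not carry, so the pairs were not analysed here, and neither were the functional enrichments or the hub genes.

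TULP was compared with sham by limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the deposited log2 values, with Benjamini-Hochberg adjustment over 52185 tested probes and no block. A probe was tested when at least 4 arrays were above the 95th percentile of 2 negative control rows (3xSLv1 and the dark corner). This background lay between 1.45 and 2.29 on the log2 scale. Where all 4 arrays of a group were at or below it, the fold was given as a bound. The fit was tested on simulated data with the means and spreads of the 52185 probes and with changed probes of known fold. It found 2% of 50 probes changed 1.5-fold, 14% of those changed 2-fold, 44% of those changed 4-fold and 62% of those changed 8-fold. Of its 65 calls, 4 were false. The simulated noise was independent and equal in spread on all arrays. The fit of the real data made 1238 calls, which sets a looser p cutoff. These rates therefore do not describe the fit of the real data. Where a gene had several probes, the probe with the highest mean was used. Single values were compared with exact permutation tests, whose smallest 2-sided p with 4 against 4 arrays is 0.029.

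The RNAs named in the text were, first, up to 10 mRNAs with the largest rise and up to 10 with the largest fall. These were taken among those past the threshold whose groups did not overlap, and 9 rose and 9 fell. Added to them were the 5 of each kind among lncRNAs and circRNAs by the same rule, and the RNAs the study names. The RNAs of Table S2, whose values in the paper had been seen before, were named too. The rule of the largest change, as fixed before the data were examined, could draw for mRNAs and lncRNAs only on the RNAs named by the join. For circRNAs it could draw on all tested rows, which carry their own identifier. Alternatives were a block for the replicate number, cyclic loess, median centring, centring on the 2 reference genes named (Gapdh and Pgk1, of 15 in the list), no filter, a filter on the mean, a variance trend with robust estimation, array weights, the other deposited table, the methods' test, other thresholds, and leaving out each array. Slide and scan batches are not given in the sources used here, so no batch block was fitted. Further choices came after the data were seen: leaving out sham replicate 2 and TULP replicate 1 together, centring on the 3' rows of Gapdh and Pgk1 alone, and filters on a fixed log2 level. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the other steps.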

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

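The tests in this part were chosen after the results were seen, apart from the test of sham replicate 2 on the probes that changed without it. For 122 groups of 4 arrays, over 61 named RNAs, an array stood apart from the other 3 in 13. Chance gives about 1 in 20 groups, or 5.65 of the 113 groups with fewer than 3 arrays at background, where 6 were found. The other 7 were among 9 groups with at least 3 arrays at background, to which this rate does not apply, since any array with some signal can stand apart there. Of these arrays, 4 were sham replicate 2, 3 were sham replicate 4 and 3 were TULP replicate 1.

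In the sham group, sham replicate 2 stood apart for RNO_CIRCpedia_9210 (1.60 on the log2 scale against 4.54 to 4.81 in the others), NONRATG012676.2 (2.32 against 1.68 to 1.71), NONRATG016813.2 (3.05 against 1.42 to 1.48) and Il24 (1.63 against 1.37 to 1.38). Sham replicate 4 stood apart for RNO_CIRCpedia_8272 (8.23 against 8.35 to 8.38), NONRATG001656.2 (3.16 against 1.39 to 1.63) and LOC108352053 (2.42 against 1.69 to 1.74). In the TULP group, TULP replicate 1 stood apart for RNO_CIRCpedia_5625 (7.44 against 9.35 to 9.72), LOC108352053 (5.19 against 6.67 to 6.87) and Vcsa2 (4.37 against 1.38). TULP replicate 2 stood apart for RNO_CIRCpedia_5105 (7.42 against 7.87 to 7.94), TULP replicate 3 for LOC108352727 (2.33 against at most 1.43) and TULP replicate 4 for AABR07051244.2 (2.81 against 1.61 to 1.74).

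Sham replicate 2 departed from the other sham arrays at probes of low and middle signal, with an SD of its deviation of 1.59 below 5 on the log2 scale and 1.19 from 5 to 9, against at most 1.12 and 0.632 for the others. A departure of equal size at all signal levels is argued against by the bright probes, where the SD of its deviation was 0.375 and that of sham replicate 4 was 0.442. A TULP sample labelled as sham is argued against by the listed secretory genes, which on this array lay nearer the other sham arrays for 8 of 8 genes, while the test chosen beforehand, the share of 2188 probes on which it lay nearer the TULP mean, gave 28.4% and decided nothing. Of the dim rows of the added E1A control RNA, which does not come from the rat, 3 of 3 lay outside the range of the other 7 arrays. These rows were quantile-normalized together with the rat probes, so their values also depend on the ranks of the rat probes. They therefore cannot tell processing of the array from a difference in the RNA of this sample. Processing stays a candidate explanation. A difference between the rats in transcripts of low and middle signal was not tested.

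The listed secretory genes fell by a median of 7.52 on the log2 scale. The median change was -7.01 under the further scaling that shrank it most. All further scalings were applied to values that the authors had already normalized. They therefore cannot show what between-array normalization did to this fall, and no raw values were used here. One common factor for all of these genes, as from a smaller share of gland tissue, cannot be told apart from changes within the gland. Among 5 genes at least 2 log2 units above background on every array, the falls differed by 1.89 (standard error 0.39). Without Ssuh2, whose omission narrows this most, those of the other 4, of which 3 are related Mup genes, differed by 0.44 (standard error 0.36). Both standard errors treat the genes as independent, though all were read on the same arrays. They therefore do not give the precision of these differences. Of the 3 listed genes left out of these 5 as near background in the TULP group, Vcsa2 and Pip fell by 11.77 and 9.81 (standard errors 0.76 and 0.49). This goes against one factor, since a floor only shrinks a fall. Obp2b, however, fell by 7.18 (standard error 0.44), the smallest fall of the 8 and one that a floor could have shrunk. Whether the scale is compressed for Oprpn and the Mup genes, the brightest in the sham group (15.99 to 17.43), was not tested. An effect of the wound on gland cells remains open and untested.

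In TULP replicate 1, probes that rose in the fit without it reached a median of 52.5% of the log2 rise of the other TULP arrays, and those that fell 71.0% of the fall. Sham-like tissue with gland, mixed into this sample, is argued against. The risen probes would need a median share of 65.2%, while the listed secretory genes stood at a median of 0.691% of their sham level. Sham-like tissue without gland would not show in these genes and was not tested. RNA integrity stays a candidate explanation: the 3' to 5' difference of Gapdh was 3.30 on the log2 scale on this array against at most 3.02 on the others, and that of Pgk1 was 5.95, each above the highest other array by more than the SD of the other 7. Only 2 control genes measure it. A different stage of repair in this rat was not tested.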

How the results depend on the processing

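Of 61 named RNAs, 48 passed the test, and of 1282 values under other settings 219 lost the call and 49 gained it. None of 916 recomputed log2 changes turned direction, while 366 are fixed by construction. Leaving out or weighting arrays cannot turn it where groups do not overlap, as for nearly all 61. Only leaving out sham replicate 2 and TULP replicate 1 together and centring on 3' rows were chosen after the data were seen. Of the 48 RNAs, 18 passed in every fit without 1 array and 13 under every setting: Vcsa2, Pip, Ssuh2, Oprpn, Mup4, LOC259244, LOC298111, Obp2b, NONRATG019011.2 and LOC103695259, which fell, and Clec4e, Il24 and Nppb, which rose. With 781 probes that rose and 457 that fell, the real split was the 1 of 35 splits of the arrays into 4 and 4 with so many calls, 1238, against at most 2 in the others, which mix both groups. This is the smallest share 35 splits allow, so chance can be excluded only at 0.05. For circRNAs 1 of 35 splits, the real one, gave 21 calls by limma, against 0 in each other split. The adjustment ran over all tested probes, so this contrast follows largely from that over all probes and is not separate support. At an unadjusted p under 0.05 from limma, the real split gave 308 circRNA probes, against at most 189 in the others. The count of circRNA calls was 0 in 4 of the fits without 1 array.

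The counts moved. Without 1 array, they ranged from 64 to 1343 for probes that rose, 84 to 845 for those that fell, 0 to 24 for circRNA probes that rose and 0 to 31 for those that fell. The lowest counts came without TULP replicate 2 (64 and 84), TULP replicate 3 (77 and 96), TULP replicate 4 (79 and 116), sham replicate 3 (113 and 100), sham replicate 1 (231 and 179) and sham replicate 4 (305 and 174), and the higher ones without sham replicate 2 (1343 and 845) and TULP replicate 1 (1216 and 554). With fewer arrays the test has fewer degrees of freedom. By the methods' test at p under 0.05 and fold above 2, 29 to 54 circRNA probes rose and 22 to 48 fell without 1 array. Leaving out sham replicate 2 and TULP replicate 1 together gave 2216, 1208, 35 and 62. Array weights gave 4329, 3304, 123 and 135, with a weight of 0.133 for sham replicate 2, and a robust variance trend gave 1593 and 1038, and 30 circRNA probes that fell. Centring on Gapdh and Pgk1, whose mean over 3' and 5' rows differed by -0.51 on the log2 scale (TULP minus sham), moving all probes up, gave 4273 that rose and 199 that fell (95.6% of calls rose, against 63.1%), and 141 and 0 circRNA probes, while at an unadjusted p under 0.05 and fold above 2 the latter was also 0. The 3' rows alone differed by -0.29 and the 5' rows by -0.73, so this shift carries their 3' to 5' difference, and centring on the 3' rows alone gave 2334 and 296 (88.7% rose), and 61 and 1 circRNA probes. Without the dim filter 14 circRNA probes fell. The methods' test gave 2081, 1268, 41 and 28 at p under 0.05 and fold above 2. After Benjamini-Hochberg it gave 14 circRNA probes that fell, and with fold above 2 as well 350, 273 and 3 circRNA probes that rose. At an adjusted p under 0.01 limma called 59, 76, 0 and 0, and 308 circRNA probes had an unadjusted p under 0.05. The causes were not tested.

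With the replicate number as a block, limma called 3 probes that rose and 18 that fell, and 0 and 0 circRNA probes (51 and 39 at an unadjusted p under 0.05 and fold above 2). The numbers do not pair the samples: deviations of same-numbered arrays correlated between -0.126 and 0.088, those of others between -0.208 and 0.151, and 2 of 8 arrays correlated best with their own number. The other deposited table moved nothing, since its values are the same. Not run were a slide or scan block, all settings for the gene lists and those for the pairs of Tables S3 and S4. Signal near background limits the folds: levels there have no order, and the filter rests on 2 control rows.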

Differences from the paper's values

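At the study's threshold of p under 0.05 and fold above 2, with the methods' test, 28 circRNA probes fell, while the paper's reported number of down-regulated circRNAs is 17. Among the alternatives set before the data were examined, leaving out sham replicate 4 (22) or TULP replicate 3 (23) came within 1.5 times the paper's number. The others did not: cyclic loess (30), median centring, no filter and the filter on the mean (29 each), the other table (28), Gapdh and Pgk1 centring (0), and, with limma's unadjusted p, the variance trend (42), array weights (51) and the block (39), nor did leaving out another array (26 to 48). For circRNAs that rose, 41 were found and the paper's number is 30.

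Filters on a fixed log2 level were tried after seeing the values, 16 settings in all, chosen because the counts without one lay above the paper's. Requiring all 4 arrays of either group above 3.5 gave 17 circRNA probes that fell and 26 that rose, and dropped 3 of the 60 rows of Table S2. Requiring at least 3 of 4 arrays above 3.5 gave 19 and 31 and dropped 0, and above 4 gave 16 and 28 and dropped 1. Over the 16 settings the counts ran from 12 to 29 that fell and from 10 to 42 that rose. None of them is named by the paper's methods, and the closeness was found by trying them. Only circRNA counts were compared with the paper's here. The level filters also lowered the counts over all probes. Requiring all 4 arrays of either group above 3.5 gave 1778 probes that rose and 867 that fell, against 2089 and 1298 with no filter.

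The paper lists 12 RNAs in Table S2, and RNO_CIRCpedia_4632 in its networks, as changed that did not pass limma's adjusted threshold here. All 13 pass the methods' test before adjustment. RNO_CIRCpedia_2745 (adjusted p = 0.209) passed under no setting with adjusted p-values. Array weights called the other 12. Centring on Gapdh and Pgk1 also called RNO_CIRCpedia_4632, RNO_CIRCpedia_2919, RNO_CIRCpedia_9819, RNO_CIRCpedia_1373, RNO_CIRCpedia_5140, RNO_CIRCpedia_4473, RNO_CIRCpedia_9210, NONRATG016813.2 and Cxcl3, and so did centring on their 3' rows alone, chosen after seeing the values. The variance trend also called RNO_CIRCpedia_7688, RNO_CIRCpedia_9210, NONRATG006778.2, NONRATG016813.2 and Cxcl3. Leaving out sham replicate 2 also called RNO_CIRCpedia_9819, RNO_CIRCpedia_5140, RNO_CIRCpedia_9210, NONRATG006778.2, NONRATG016813.2 and Cxcl3. Leaving out TULP replicate 1 also called RNO_CIRCpedia_7688 and NONRATG016813.2, and leaving out sham replicate 4 also called RNO_CIRCpedia_2919. Leaving out sham replicate 2 and TULP replicate 1 together, chosen after seeing the values, called RNO_CIRCpedia_7688, RNO_CIRCpedia_9819, RNO_CIRCpedia_9210, NONRATG006778.2 and NONRATG016813.2. RNO_CIRCpedia_9445, which the paper also lists as higher, was above background on 3 arrays and was not tested. It passed the methods' test before adjustment when no filter was used, and did not pass limma's without the filter (adjusted p = 0.155) or with the filter on the mean (adjusted p = 0.138).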

Other observations

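Of 21 circRNA probes that changed in limma's test, 11 lie outside the top lists of Table S2, 9 that rose and 2 that fell. Those that rose did so 1.92-fold to 2.85-fold. RNO_CIRCpedia_7392, the highest of them, was at 2.55 ± 0.26 (SD, n = 4) on the log2 scale in the sham group and at 4.06 ± 0.44 (SD, n = 4) in the TULP group. Among the lncRNAs that fell, LOC108352727 was 15.3-fold lower (adjusted p = 0.032 from limma), a log2 change of -3.93 that was -4.61 without sham replicate 2. In the GRCr8 annotation it overlaps Odam, so its signal is uncertain, and 3 of 4 TULP arrays lay at background. The call was lost without any 1 of the arrays other than sham replicate 2. Oprpn and Vcsa2, which both fell, lie near each other in the same annotation, with Smr3b and the pseudogene LOC120096859 between them.

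Among other criteria for its networks, the study asked for a Pearson correlation above 0.8 between a circRNA and an mRNA. How many pairs reach this value over all 8 arrays when both members changed the same way was counted after the data were seen, over all probes at the study's threshold. The study's other criteria were not applied. Of 83640 pairs of a circRNA probe and another probe that both rose, 31801 (38.0%) met it, and of 34720 pairs that both fell, 14064 (40.5%) did. With the group means taken out, 5.56% and 4.20% met it. The arrays form 2 groups, so no pooled correlation is given as a relation between 2 RNAs.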
